# PD-1^+^ CD4 T cell immune response is mediated by HIF-1α/NFATc1 pathway after *P. yoelii* infection

**DOI:** 10.3389/fimmu.2022.942862

**Published:** 2022-08-24

**Authors:** Haixia Wei, Anqi Xie, Jiajie Li, Chao Fang, Lin Liu, Junmin Xing, Feihu Shi, Feng Mo, Dianhui Chen, Hongyan Xie, Quan Yang, Xingfei Pan, Xiaoping Tang, Jun Huang

**Keywords:** CD4 T cells, PD-1, *P. yoelii*, NFATc1, HIF-1α

## Abstract

The morbidity and mortality of malaria are still high. Programmed cell death-1(PD-1) is an important co-inhibitory factor and CD8 T cells with PD-1 were reported to be exhausted cells. It remains unknown what the role of CD4 T cells expressing PD-1 is and what the upstream regulating molecules of PD-1 in CD4 T cells are. The C57BL/6 mice were injected with *Plasmodium yoelii* (*P. yoelii*) in this study. Expressions of PD-1, activation markers, and cytokines were tested. The differentially expressed genes between PD-1^+/-^ CD4 T cells were detected by microarray sequencing. Western blot, chromatin immunoprecipitation (ChIP), siRNA, hypoxia inducible factor-1α (HIF-1α) inducer and inhibitor were used to explore PD-1’s upstream molecules, respectively. The proportions of PD-1^+^ CD4 T cells increased post *P. yoelii* infection. PD-1^+^ CD4 T cells expressed more activated surface markers and could produce more cytokines. Nuclear factor of activated T cells 1 (NFATc1) was found to be a key transcription factor to induce PD-1 expression after infection. Both the inducer and the inhibitor of HIF-1α could change the expressions of NFATc1 and PD-1 *in vivo* and *in vitro*, respectively. Taken together, *P. yoelii* infection induced NFATc1 expression by HIF-1α. The highly expressed NFATc1 entered the nucleus and initiated PD-1 expression. PD-1^+^ CD4 T cells appeared to be more activated and could secrete more cytokines to regulate the host’s immune responses against malaria.

## Introduction

Malaria seriously threatens human health in the world. Malaria, acquired immune deficiency syndrome (AIDS), and tuberculosis are considered to be the three most serious infectious diseases in the world (1). In 2020, it is estimated that there are 241 million cases of malaria worldwide (2). Malaria mainly causes anemia and splenomegaly. Unfortunately, there are still many difficulties in the prevention and treatment of malaria.

T cells are very important in the host against *Plasmodium* immunity (3). CD4 T cells are the centrality to engineering essential elements of host immunity in the course of *Plasmodium* infection (3, 4). CD4 T cells can be activated following the engagement of antigens presented by MHC class II molecules. Then they differentiate into different subsets. Helper T 1 (Th1) cells are the major cells secreting tumor necrosis factor-α (TNF-α) and Interferon-γ (IFN-γ) in the mice infected with *Plasmodium* (5). IFN- γ and TNF- α are essential for the protective immune response of the host against *Plasmodium* (6–8), which could synergistically induce a series of following responses to control the load of parasites in the host (4, 9, 10). Furthermore, T follicular helper (Tfh) cells could facilitate B cells to produce functional anti-parasitic antibodies (4).

It was reported that CD8 T cells expressing programmed cell death-1(PD-1) will be exhausted, and PD-1 worked as an inhibitory molecular in the process of CD8 T cell differentiation (11). The exhaustion of CD8 cells has different stages. Stage I, TNF- α and Interleukin-2 (IL-2) produced by CD8 cells and the cytotoxicity reduce gradually. Stage II, CD8 T cells with PD-1 fail to secreting IFN-γ, IL-2, or TNF-α with antigenic stimulation. Stage III, all effector functions are thoroughly disappearing (12). In the rodent malaria model, PD-1 leads to more than 95% reduction in numbers and functions of *Plasmodium*-specific CD8 T cells, which could result in chronic infection (13). In some patients with acute febrile malaria, the percentage of PD-1 expressing NK cells increased, which contributed to the diminished natural cytotoxicity and enhanced antibody-dependent cellular cytotoxicity (14). The function of CD4 T cells expressing PD-1 is relatively complex and is not thoroughly uncovered. Some scholars believed that CD4 T cells expressing PD-1 would also be exhausted similar to CD8 T cells (15, 16). Others found that PD-1 was a specific surface molecule of Tfh cells. PD-1^+^ Tfh cells were not exhausted T cells but worked as the core of maintaining antigen-specific effects (17–19). One aim of the this study was to explore the role of PD-1 expressing CD4 T cells in in *P. yoelii* infected C57BL/6 mice.

It was reported that PD-1 expression was regulated by 8 transcriptional activators (NFATc1, STAT3, Notch, FoxO1, c-fos/AP-1, ISGF3, STAT4, NF- κB) and 2 transcriptional repressors (T-bet, Blimp-1) (20). Hypoxia inducible factor-1α (HIF-1α), a transcriptional factor, could be degraded by ubiquitinated proteasome pathway after translation under a normoxic environment. However, in a hypoxic environment, HIF-1α could not be degraded by the ubiquitination pathway. HIF-1α could transfer into the cell nucleus, regulate the expressions of downstream genes, and then initiate many kinds of life functions, including hypoxia adaptation, inflammatory response, tumor growth, etc (21). Anemia is one of the common symptoms of acute malaria. It is well known that red blood cells play important roles in transporting oxygen. So it would be a hypoxic environment for the body, and many molecules would be regulated in acute malaria. PD-1 ligand 1 (PD-L1) was reported to be a novel direct target of HIF-1α (22). In tumor model, alleviating tumor hypoxia could improve the efficacy of PD-1 antibody (23). However, there is no evidence to show whether HIF-1α is upstream molecule of PD-1.

This study tried to research the phenotypes and functions of PD-1^+^ CD4 T cells in *P. yoelii* infected C57BL/6 mice. Furthermore, the upstream regulating molecules of PD-1 in CD4 T cells were also explored. Our results might be helpful to develop a novel immune-based treatment for malaria in the future.

## Materials and methods

### Mice

Wild-type female C57BL/6 mice (6–8 weeks) were purchased from Guangzhou University of Chinese Medicine and maintained with specific pathogen-free conditions. The animal study was approved by the Institutional Animal Care and Use Committee of Guangzhou Medical University (S2020-055).

### Parasites

*Plasmodium yoelii nigeriensis* NSM was preserved in our lab. The preserved parasites were thawed in the mice until the parasitemia was about 15%. The naive mice were intraperitoneally injected with 1 × 10^6^ infected red blood cells (iRBCs).

### Isolation of splenic lymphocytes

12 days after infection, spleens were surgically removed and weighed. They were mechanically ground and filtered with 100-μm cell strainers (BD Falcon, United States). Then the erythrocytes were removed by RBC lysis buffer (Pythonbio, China), and the remaining cells were washed with Hanks’ buffer and resuspended in RPMI-1640 medium.

### Reagents and antibodies

Lificiguat (YC-1) was obtained from Selleck (United States) (Cat: S7958). CoCl_2_ · 6H_2_O was purchased from Merck (Germany) (Cat: C8661). The following fluorescence-labeled antibodies were purchased from BD (United States), R&D (United States), or Biolegend (United States): Percp-cy5.5-CD4 (GK1.5), APC-PD-1 (29F.1A12), FITC-CD3 (145-2C11), Percp-cy5.5-CD19 (6D6), APC-cy7-CD8 (54-6.7), PE-cy7-CD11b(M1/70), APC-CD62L (MEL-14), PE-CD25(BC96), PE-CD40L (MR1), APC-CD69 (H12F3), APC-IL-17(TC11-18H10.1), BV421-CXCR5 (L138D7), APC-IFN-γ (XMG1.2), PE-IL10 (JES5-16E3), PE-IL4 (11B11), PE-IL2 (JES6-5H4), anti-mouse CD16/CD32 (2.4G2), Alexa Fluor 488-NFATc1(7A6), APC- HIF-1α(241812). Anti-NFATc1 rabbit mAb (D15F1), anti-tubulin antibody (Cat: 2144S), anti-histone H3 rabbit mAb (D1H2), and HRP-labled secondary antibodies (Cat: L3012-2) were purchased from cell signaling technology (CST, United States). The eFluor506-FVD (Cat: 65-0863-14) was purchased from eBioscience (United States).

### Detection of peripheral red blood cells

The peripheral blood from mice was collected in EDTA pretreated tubes and then examined in the Clinical Laboratory Department of the Sixth People’s Hospital of Panyu (Guangzhou, China).

### Flow cytometry (FCM) analysis

For cell surface marker detection, single lymphocytes were stained with fluorescence-labeled anti-PD-1, CD11b, CD3, CD19, CD4, CD8, CD62L, CD69, CD40L, CD25, and CXCR5 antibodies at 4°C for 30 min. For cytokine detection, single lymphocytes were stimulated with phorbol 12-myristate 13-acetate (PMA, 20 ng/ml, Sigma, Germany) and ionomycin (1 μg/ml, Sigma) at 37°C for 1 h, then brefeldin A (10 μg/ml, Sigma, Germany) was used to stop the stimulation. Cells were incubated with antibodies for cell surface markers firstly, then they were fixed with 4% paraformaldehyde, and permeabilized. The cells were incubated with fluorescence-labeled antibodies for IFN-γ, IL-10, IL-17, IL-4, and IL-2 for 30 min. To detect the expression of NFATc1 and HIF-1α, cells were treated with a transcription factor staining kit (00-5523-00, Invitrogen,United States), and incubated with fluorescent antibodies for NFATc1 and HIF-1α. Stained cells were determined by FCM and the results were analyzed by CytExpert 1.1 (Beckman coulter, United States).

### Cell sorting

PD-1^+^ and PD-1^−^ CD4 T cells were selected by FCM sorting. Briefly, lymphocytes were incubated with fluorescein-labeled antibodies for CD4 and PD-1. Then, the positive cells were sorted by cell sorting machine (BD, Mountain View, CA, United States). CD4 T cells were sorted by magnetic beads (130-042-102, MiltenyiBio, Germany). Briefly, splenic lymphocytes were incubated with the magnetic beads conjugated anti-CD4 antibodies at 4°C for 30 min. The incubated cells were transferred to the rinsed columns and washed in the magnetic field. Finally, the magnet was removed, and the target cells were washed from the columns. The purity of the selected cells was determined by FCM analysis.

### Western blot

The nuclear and cytoplasmic proteins from PD-1^+^ and PD-1^-^ CD4 T cells were extracted by Nuclear Protein Extraction Kit (P0027, Beyotime, China). The extracted proteins were separated by electrophoresis and then transferred to PVDF membrane. Then, the PVDF membranes were blocked, incubated in the primary and HRP-conjugated secondary antibodies. The membranes were captured by the ChemiDocTM Touch Imaging System (Bio-Rad, United States).

### Chromatin immunoprecipitation (ChIP)

The splenic lymphocytes from normal and *P. yoelii* -infected mice were cross-linked with 1% formaldehyde. Then, the cells were treated with truChIP Chromatin Shearing Kit (PN 520127, Covaris,United States) for chromatin shearing. The efficiency of chromatin shearing was determined by DNA agarose electrophoresis. SimpleChIP Plus Enzymatic Chromatin IP Kit (Magnetic Beads)(CST, 9005) and antibodies were then used to pull down the binding DNA sequences. The results were determined by quantitative PCR (qPCR).

### siRNA and qPCR

siRNAs were purchased from Ribo-bio Company (Guangzhou, China) and used at 100 nM working concentration. The sorted CD4 T cells were transfected with siRNAs. In parallel, the control siRNA was also transfected to the selected cells. To detect the expression of the genes, cells were cryopreserved with TRIzol (Invitrogen, United States). Then, RNA was extracted. qPCR was performed with a CFX96 System (Bio-Rad, United States). The detail information for the used siRNAs and primers was provided in **Table 1**.

**Table 1:** siRNA and primer sequences list.

Name	sequences
NFATc1 siRNA	5’-CCGTCACATTCTGGTCCAT-3’
NFATc1 qPCR primer	F:5’-AGCTGTTCCTTCAGCCAATC-3’; R:5’- TGCCAGAGGACAGGAAGTAT-3’
PD-1 qPCR primer	F:5’-CCCTAGTGGGTATCCCTGTATT-3’; R:5’- TCCTTCAGAGTGTCGTCCTT-3’
PD-1 promoter primer	F:5’-CCTCACCTCCTGCTTGTCTCTC-3’; R:5’- GTGAGACCCACACATCTCATTGC-3’
HIF-1α qPCR primer	F:5’-CCCATTCCTCATCCGTCAAATA-3’; R:5’-GGCTCATAACCCATCAACTCA-3’
Actin qPCR primer	F:5’-GCCTTCCTTCTTGGGTATGGAA-3’; R:5’-CAGCTCAGTAACAGTCCGCC-3’

### Microarray analysis

PD-1^+^ and PD-1^−^ CD4 T cells from the spleens of *P. yoelii* infected mice were isolated by FCM sorting. The sorted cells were lysed in TRIzol and sent to Capitalbio Technology Corporation (Beijing, China) for microarray gene expression detection. Differentially expressed genes were identified significantly with fold change (FC) ≥ 2 or FC ≤ 0.5 and *p* < 0.05.

### Statistics

Statistical analyses were mainly performed in Prism using a two-tailed Student’s t-test. The differences for multiple comparisons were analyzed by one-way ANOVA with the SPSS software package (version 20). The difference was considered significant with *p* < 0.05.

## Results

### More CD4 T cells expressed PD-1 in mice with *P. yoelii* infection

The mice were injected with *P. yoelii* intraperitoneally. Twelve days later, spleens were removed. The spleens of the infected mice significantly became bigger and heavier (*p *< 0.01) (**Figure 1A**). The expression of PD-1 in splenic lymphocyte suspensions from the infected mice was higher than that of the naive mice (*p* < 0.05, **Figures 1B, C**).

**Figure 1:**
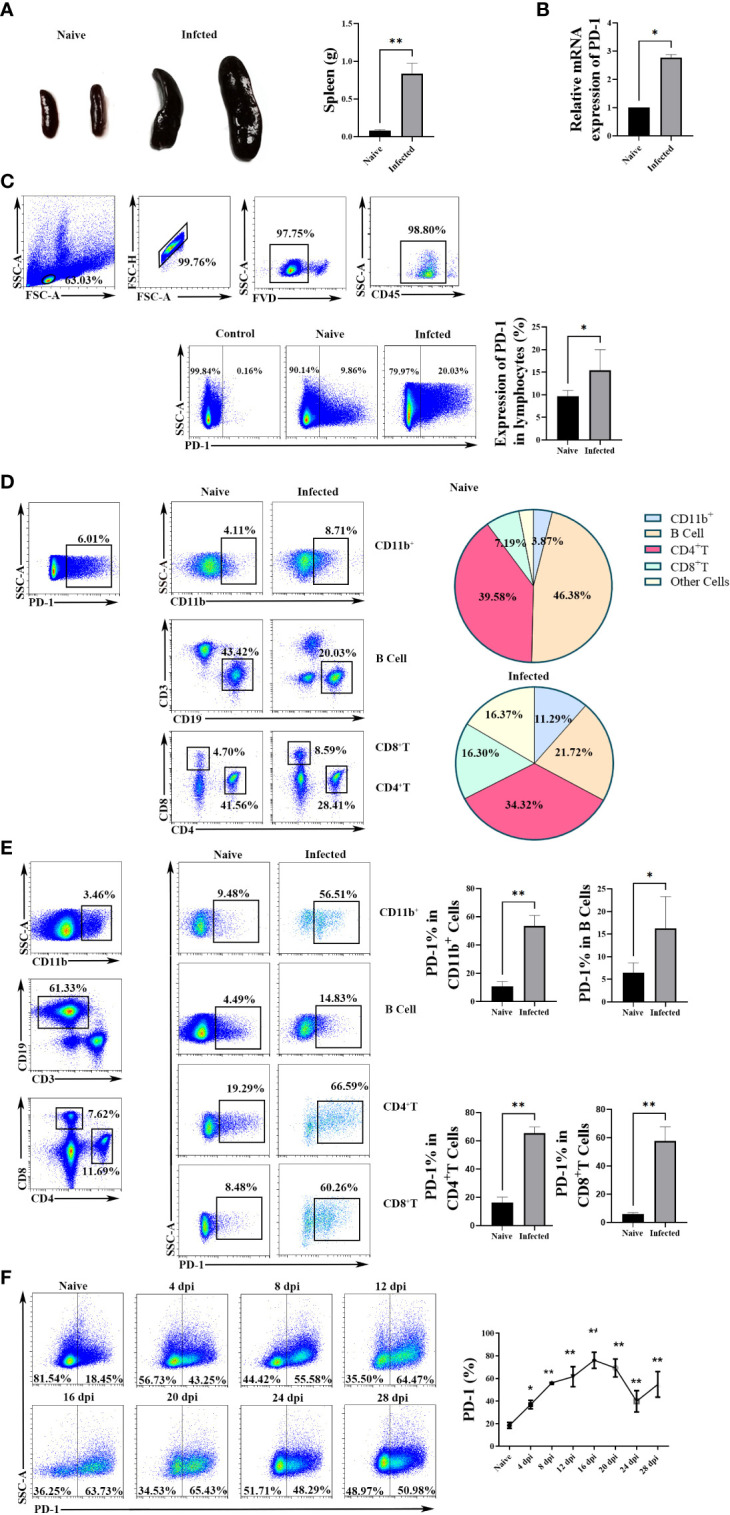
The expression of PD-1 in CD4 T cells increased upon *P. yoelii* infection. **(A)** the representative spleens from the naive and infected mice and the comparison of splenic weight from the naive and infected mice. PD-1 expression in splenic lymphocytes was tested by qPCR **(B)** and FCM **(C)**. **(D)** the constitutes of splenic PD-1^+^ cells and their changes after *P. yoelii* infection were explored by FCM. **(E)** the proportions of PD-1^+^ CD4 T cells, PD-1^+^ B cells, PD-1^+^ CD11b^+^ cells, and PD-1^+^ CD8 cells from naive and infected mice were compared. **(F)** the dynamic changes of splenic PD-1^+^ CD4 T cells in *P. yoelii* infected mice were investigated from 0-28 days, and the naive mice were set as control (0 days). 3–7 samples were prepared for each group, and the experiments were repeated three times. The error bars represented number of mice. *p < 0.05, **p < 0.01.

Subsequently, the constitutions of splenic PD-1^+^ cells were examined before and after *P. yoelii* infection. As shown in **Figure 1D**, 39.58% of the PD-1^+^ cells were CD4 T cells in the naive mice, and CD4 T cells were the major cells to express PD-1 after *P. yoelii* infection (34.32%). The percentages of PD-1^+^ B cells significantly reduced after infection (from 46.38% to 21.72%). While, the proportions of CD8^+^ cells, CD11b^+^ cells, and other cells in PD-1^+^ cells remarkably increased after *P. yoelii* infection.

Furtherly, as shown in **Figure 1E**, compared with the naive group, the proportions of PD-1^+^ CD4 T cells, PD-1^+^ B cells, PD-1^+^ CD11b^+^ cells, and PD-1^+^ CD8^+^ cells increased significantly in *P. yoelii* -infected mice (*p* < 0.01).

Then, the dynamic changes of PD-1^+^ CD4 T cells were investigated from 0-28 days of the *P. yoelii* -infected mice. The percentages remarkably increased with the prolongation of infection and picked on day 16 (about 80%), and then the percentages gradually decreased (**Figure 1F**). These results suggested that PD-1 molecule of CD4 T cells in the spleen could participate in the process of host against *P. yoelii* infection.

### The phenotype and cytokine expression profile of PD-1^+^ CD4 T cells were changed upon *P. yoelii* infection

To study the phenotypic changes of PD-1^+^ CD4 T cells post-infection, single splenic lymphocytes were stained with fluorescent antibodies for surface markers: CD4, PD-1, CD62L, CD69, CD40L, CD25, and CXCR5, respectively. The isotype controls were set. Results (**Figure 2A**) showed that more PD-1^+^ CD4 T cells expressed CD69 and CXCR5 (*p* < 0.01), and fewer of them expressed CD62L when comparing with PD-1^-^ CD4 T cells (*p* < 0.01). The expression of CD25 among the four groups was similar (*p* > 0.05). In addition, compared with PD-1^+^ CD4 T cells from naive mice, less of this kind of cells expressed CD40L, and more of them expressed CD69 and CXCR5 in the infected mice (*p* < 0.01). The above results illustrated that PD-1^+^ CD4 T cells appeared to be activated.

**Figure 2:**
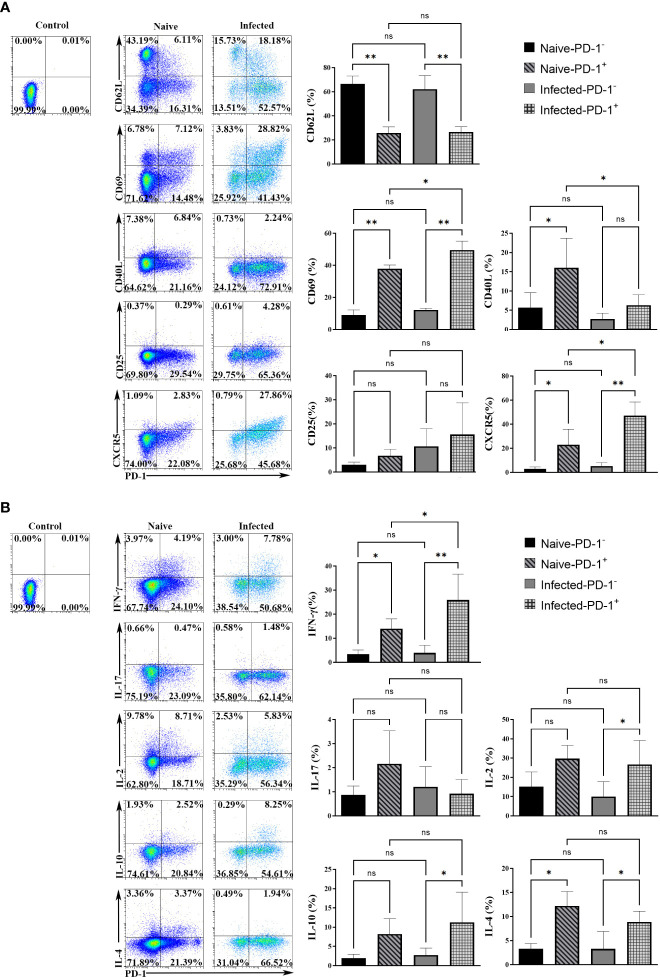
The surface markers and cytokines in PD-1^+^ CD4 T cells were changed upon *P. yoelii* infection. **(A)** single splenic lymphocytes were stained with fluorescent antibodies: PD-1, CD4, CD62L, CD69, CD40L, CD25, and CXCR5. The isotype controls were set. The expression of surface markers from different groups was compared. **(B)** the single splenic lymphocytes incubated with fluorescent antibodies: CD4, PD-1, IL-2, IFN-γ, IL-10, IL-17, IL-4. The isotype controls were set. The secreting ability of cytokines from different groups was compared. 3–7 samples were prepared for each group, and the experiments were repeated three times. The error bars represented number of mice. *p < 0.05, **p < 0.01. ns, no statistical significance.

Cytokines expressed by PD-1^+^ CD4 T cells were examined. The single splenic lymphocytes from the naive and infected mice were stimulated with PMA and ionomycin. Then the stimulated lymphocytes were stained with fluorescent antibodies: CD4, PD-1, IFN-γ, IL-17, IL-2, IL-10, and IL-4. As shown in **Figure 2B**, in the naive mice, the percentages of PD-1^+^ CD4 T cells secreting IFN-γ and IL-4 were higher than that of PD-1^-^ CD4 T cells. While, in the infected mice, the percentages of PD-1^+^ CD4 T cells that expressed IFN-γ, IL-10, IL-2, and IL-4 were significantly higher when compared with that of PD-1^-^ CD4 T cells (*p* < 0.05). The differences in IL-17 expression among the four groups were not significant (*p* > 0.05). In addition, compared with PD-1^+^ CD4 T cells of the naive mice, more PD-1^+^ CD4 T cells of the infected mice secreted IFN-γ (*p* < 0.01). The above results illustrated that PD-1^+^ CD4 T cells could secrete more cytokines to regulate the immune response of host against malaria infection.

### There were some differences in gene expressions between PD-1^+/-^ CD4 T cells

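PD-1+ and PD-1- CD4 T cells were sorted by FCM from the spleens of C57BL/6 mice infected with P. yoelii, a rodent malaria parasite, and their RNA was labelled with biotin and hybridised to Affymetrix mouse arrays. The general methods give mice of 6 to 8 weeks and day 12 after infection, and the sample labels give female mice of 8 weeks. There was 1 array per group, so no difference between the 2 arrays has a replicate check, no test between the groups was run, and the number of arrays limits the precision of every fold. Pdcd1, which encodes the sorted antigen PD-1, had a signal of 667 on the PD-1+ array and 72.7 on the PD-1- array (9.18-fold higher, log2 fold 3.20). Its PD-1- signal is dim, and its log2 fold ran from 2.36 to 3.21 over the other settings tried. Markers of T cells were brighter on the PD-1+ array too, with a median log2 fold of 0.56 over 8 measured genes, from -0.15 for Thy1 to 0.90 for Cd5, an inhibitory co-receptor of the T cell receptor.

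A company ran the arrays. The deposited signals are already summarised per probe set on a linear scale, by a method not given in the sources used here. Median signals were 64.3 and 66.0 on the PD-1+ and PD-1- arrays, and log2 signals had a Pearson r of 0.974 across the 21544 probe sets above the floor on both arrays, which are not independent replicates. The signals were used as deposited. Signals under a floor of 65.2, the median of all signals, were set to it, a fold with 1 side at the floor is a lower bound ("at least"), and no fold is given with both sides under it. A gene with several probe sets was represented by the brightest. Between probe sets of the same gene, the SD of the log2 fold had a median of 0.11 over 4377 genes, which is not a replicate error. Of the lists used, 43 were fixed before the deposited signals were examined, 3 of them the genes shown in Figures 3E, 3F and 4A. Values of the first rows of Table S1, which equal deposited signals, may have been known by then. List counts and percentiles are therefore not taken as independent of those rows. For each list, the median log2 fold was placed among the medians of 10000 random lists of the same size and signal (list percentile), as a description of these 2 arrays. Of the 534 rows of Table S1, 382 were not used here, and in each of the others, the first rows of the table, both signals equal the deposited ones.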

To further comprehensively uncover the function of CD4 T cells with PD-1 and the possible upstream regulating genes of PD-1, microarray transcriptomic sequencing for PD-1^+/-^ CD4 T cells was performed. The sequencing data of the transcriptome were shown in **Table S1**. 

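Sostdc1, which encodes a secreted antagonist of BMP and Wnt signalling, had a signal of 1209 in PD-1+ cells and 81.9 in PD-1- cells (14.8-fold higher). Its log2 fold was 3.88 and ran from 3.17 to 3.89 over the other settings tried. Ikzf2, which encodes the transcription factor Helios, was 3.69-fold higher, S100a4, which encodes a calcium-binding protein of motile cells, 3.52-fold higher and P2rx7, an ion channel opened by extracellular ATP, 3.50-fold higher. Among the lower genes, Igfbp4, which encodes a binding protein of insulin-like growth factors, had a signal of 214 in PD-1+ cells and 3094 in PD-1- cells. Il7r, the receptor of the survival cytokine IL-7, had 460 and 1688, and Ccnd1, which encodes cyclin D1, had 74.3 and 327.

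Of 11968 genes above the floor on at least 1 array, 137 were at least 2-fold higher and 84 at least 2-fold lower in PD-1+ cells, and 11747 differed by less. Over probe sets the counts were 234 higher and 151 lower. The dimmer side was at the floor for 17 of the higher and 17 of the lower genes. Genes of neutrophils stood among the lower ones: 5 of 14 measured markers were at least 2-fold lower, 1 was higher, and the median log2 fold was -0.69. The fold thresholds are those of the methods, and their p-value could not be computed from 1 array per group. Taken relative to the median of the T cell markers, a scaling chosen after the data were seen that lowers every log2 fold by 0.56, 34 genes were at least 2-fold higher and 695 lower. The scaling lowers all genes alike: housekeeping genes had a median of 0.038 as signals stand and -0.52 on that scale. A value below 0 there is therefore not evidence that a gene is lower in PD-1+ cells.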

There were 309 up-regulated and 225 down-regulated genes in PD-1^+^ CD4 T cells (**Figures 3A, B**). To obtain a comprehensive view of the screened 534 genes, Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) analyses were performed to identify the significantly enriched functional terms. The results of GO analysis revealed that these differentially expressed genes were mainly involved in “immune response”, “inflammatory response”, et al. (**Figure 3C**). 

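Genes of inflammation were both higher and lower in PD-1+ than in PD-1- CD4 T cells. Of 32 measured genes of the inflammatory response, 4 were at least 2-fold higher in PD-1+ cells, 2 were lower and 26 lay between. Csf1, which encodes a growth factor of macrophages, had a log2 fold of 1.36 (0.70 with the mean over probe sets) and the TNF receptor gene Tnfrsf1b 1.31 (0.70), while Anxa1, which encodes the anti-inflammatory protein annexin A1, had -1.03. Of 32 measured genes of apoptosis, 2 were at least 2-fold higher and 1 was lower. The higher genes were the inflammatory caspases Casp4 (log2 fold 1.43) and Casp1 (1.20), the lower gene was the survival gene Bcl2, and Bbc3, which encodes the pro-apoptotic protein PUMA, had -0.80.

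Of 32 measured adhesion and migration genes, 10 were at least 2-fold higher in PD-1+ cells and 2 were lower. Emp1, which encodes an epithelial membrane protein, had a log2 fold of 1.51 (0.65 with the mean over probe sets). Alcam, which encodes a ligand of CD6, had 1.39 (at least 0.81 with that mean). Itgb3, the integrin gene of platelets, had -1.22, but its PD-1+ signal of 66.4 lies just above the floor. Over the settings its log2 fold ran from -1.78 to -0.24. The lower adhesion genes numbered 1 with the floor doubled and 0 with a pseudocount of 50. The list medians were 0.055 for inflammation (list percentile 84.1), 0.078 for apoptosis (92.0) and 0.49 for adhesion (100). For inflammation the median was 0.20 (99.9) with the floor doubled, 0.13 (99.5) without a floor and 0.079 (98.6) with a pseudocount of 50. It was 0.0061 (60.9) with quantile normalization and 0.031 (69.25) without probe sets shared by transcripts. All 3 list medians lie below 0 relative to the T cell markers (-0.51, -0.48 and -0.067). On that scale 1 gene was higher and 5 lower for inflammation, 0 and 3 for apoptosis and 2 and 4 for adhesion. With the mean over probe sets, 2 inflammation and 6 adhesion genes were higher. S100a8, a neutrophil gene that is also in the inflammatory list, had a signal of 5828 in PD-1+ cells and 7323 in PD-1- cells. The GO terms of Figure 3C were not used here, so these counts describe the fixed lists, not the terms.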

KEGG analysis results revealed that the selected genes were mainly involved in “B cell activation”, “lymphocyte proliferation”, “cytokine production”, “B cell proliferation”, “leukocyte differentiation”, et al. (**Figure 3D**). In addition, the analysis data of transcriptome further confirmed that PD-1^+^ CD4 T cells expressed more surface-activated molecules such as CXCR3, CXCR5, ICOS, etc (**Figure 3E**). 

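Of 21 measured genes of B cell help and B cell activation, 5 were at least 2-fold higher in PD-1+ cells, among them Il21 and Icos, 14 lay between and 2 were lower, Il6 and the survival gene Bcl2. The list also holds genes of B cells themselves, and relative to the T cell markers 2 of its genes were higher and 6 lower. Cell cycle genes were a little brighter in PD-1+ cells as signals stand: none of 36 reached 2-fold and 34 had a log2 fold above 0, with a median of 0.41 that becomes -0.16 relative to the T cell markers. Kif11 and Cenpe, which encode motor proteins of mitosis, had log2 folds of 0.95 and 0.79, and Nusap1, which encodes a spindle protein, had 0.85. Of 33 measured cytokine and chemokine genes, 6 were at least 2-fold higher and 1 was lower. Among them were Tnfsf8, the ligand of CD30, with a log2 fold of 1.52 and Tnfsf11, which encodes RANKL, with 1.42.

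Genes that mark B cells themselves were dimmer on the PD-1+ array, below 0 in all 16 measured genes. Their median log2 fold was -0.47 (list percentile 0), with -0.80 for the B cell adaptor gene Blnk and -0.73 for Cd79a, a chain of the B cell receptor. Ighm, the heavy chain of IgM, had a signal of 9025 in PD-1+ cells and 9071 in PD-1- cells. The median of the B cell help list was 0.14 (list percentile 98.0, against 68.6 with the floor doubled). Without a floor it was 0.27 (list percentile 100) over 27 genes. It turned to -0.43 relative to the T cell markers and to -0.079 (7.06) with a floor taken from olfactory and vomeronasal receptor genes. The cytokine and chemokine list had a median of 0.39 (list percentile 100), which turned to -0.17 relative to the T cell markers, with 3 genes higher and 2 lower. That median was 0.16 without a floor, 0.10 with a pseudocount of 50, 0.25 with the mean over probe sets and 0.41 with the floor doubled.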

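Cxcr5, the receptor that brings T cells to follicles, had a signal of 473 in PD-1+ cells and 143 in PD-1- cells (log2 fold 1.72). Cxcr3, a receptor for interferon-induced chemokines, had 1072 and 390 (log2 fold 1.46), and the costimulatory receptor Icos had 3625 and 1441 (1.33). Log2 folds were 2.35 for Cxcr6, a chemokine receptor of effector T cells, 1.69 for the inhibitory receptor Lag3, 1.56 for Cd200 and 1.54 for Pdcd1lg2, the gene of the PD-1 ligand PD-L2. Ccr9, a homing receptor for the small intestine, had -2.87 and Ccr7, a homing receptor for lymph nodes, -1.08.

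Of the 23 genes of Figure 3E, 19 were measured, 2 were under the floor on both arrays and 2 were not analysed here. Of those measured, 11 were at least 2-fold higher, 3 lower and 5 between, and relative to the T cell markers 5 were higher and 4 lower. The higher genes include Pdcd1, whose direction the sort fixed. The paper's text does not say how these genes were selected, so the count is not taken as independent evidence of their direction. Cd69, an early activation marker, had a log2 fold of -0.52, and Il2ra, which encodes CD25, had 0.35. For CD69 the paper's FCM reports the other direction, with more PD-1+ than PD-1- CD4 T cells carrying the protein, and for CD25 similar expression (Figure 2A). The cause of the difference for CD69 was not tested. In lists fixed by T cell subset, 10 of 20 genes of follicular helper cells (Pdcd1 among them), 6 of 19 of Th1 cells and 7 of 17 of regulatory T cells were at least 2-fold higher, and none was lower. Their median log2 folds were 0.97, 0.72 and 0.73 (list percentile 100 in each), and relative to the T cell markers 0.41 (4 genes higher and 1 lower), 0.16 (3 and 1) and 0.17 (5 and 0). Foxp3, the defining factor of regulatory T cells, was under the floor on both arrays (57.8 and 40.6) and is not among their 17 measured genes. Tox, a transcription factor of follicular helper and chronically stimulated T cells, had a log2 fold of 1.67. Dendritic cell markers, a list that also holds Ccr9, had a median of -0.68 with 5 of 12 measured genes at least 2-fold lower. Another probe set of Ccr9 above the floor on both arrays had a log2 fold of -0.12, and one with its PD-1+ signal at the floor had -1.83 or lower.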

The expressions of cytokine from the two groups were also explored, and PD-1^+^ CD4 T cells expressed more IL-10, IL-21, IL-4, IL-2, and IFN-γ, etc (**Figure 3F**). 

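Among the higher genes of Figure 3F, those of IL-21, IL-10 and IFN-γ had the largest folds. Il21, a cytokine of follicular helper T cells that acts on B cells, had a signal of 1249 in PD-1+ cells and 192 in PD-1- cells (6.49-fold higher). Il10, an anti-inflammatory cytokine, had 1576 and 288 (5.47-fold higher), and Ifng, the main Th1 cytokine, had 1803 and 471 (3.83-fold higher). Il4, the main Th2 cytokine, had signals of 73.9 and 39.9, a fold of at least 1.13, and Il2, a growth factor of T cells, had 58.0 and 32.0, both under the floor. Il6, which drives inflammation and follicular helper differentiation, was at least 3.93-fold lower, with 37.4 and 256.

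Of the 18 genes of Figure 3F, 14 were measured: 6 were at least 2-fold higher in PD-1+ cells, 2 were lower and 6 lay between. How this set was selected is not said in the paper's text, and its direction is not taken as independent evidence. The TNF receptor family gene Tnfrsf4, which encodes OX40, had a log2 fold of 1.72, and Bcl2, which protects T cells from apoptosis, had -1.27. A second probe set of Il21, with signals of 110 and 91.8, had a log2 fold of 0.26. The list median of 0.56 becomes -0.0036 relative to the T cell markers, with 4 genes higher and 2 lower. That median was 1.31 over 11 genes with the floor doubled and 0.40 with a pseudocount of 50. With the mean over probe sets it was 0.38, with 4 genes higher. Genes of monocytes and macrophages were dimmer on the PD-1+ array, with 16 of 19 below 0, a median of -0.20 and -1.35 for the macrophage gene Mpeg1.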

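Genes of naive and central memory T cells were lower in PD-1+ cells: 11 of 18 measured were at least 2-fold lower and none was higher, with a median log2 fold of -1.10 (list percentile 0). Dapl1, a gene of naive T cells, had a signal of 141 in PD-1+ cells and 944 in PD-1- cells. Satb1, which encodes a chromatin organiser of T cells, had a log2 fold of -1.50, and Bach2, a transcription factor that restrains effector differentiation, -1.39. Inhibitory receptor and exhaustion genes went the other way, with 9 of 19 at least 2-fold higher, the sorted antigen's gene Pdcd1 among them, and none lower. Their median was 0.89 (4 higher, 1 lower and 0.33 relative to the T cell markers). Of these 9, Pdcd1, Maf, Cd200 and Tox are also counted for follicular helper cells and Ctla4 and Ikzf2 for regulatory T cells. Batf is also counted for activation, so the counts of these lists are not separate findings. Of 26 measured genes of costimulation and activation, 7 were at least 2-fold higher and none was lower (median 0.66), against 1 higher, 3 lower and a median of 0.10 relative to the T cell markers, with a log2 fold of 1.29 for Batf, a transcription factor of effector T cells, and 1.12 for Il2rb, a chain of the IL-2 receptor (0.82 with the mean over probe sets).

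T cell receptor signalling genes had a median of 0.42 and cytotoxicity genes 0.40, and these turned to -0.14 and -0.16 relative to the T cell markers. The signalling list itself holds T cell markers (Cd3d, Cd3e, Cd3g, Cd4, Cd28 and Cd5), so its scaled median partly compares these genes with themselves. Of 25 signalling genes, 2 were at least 2-fold higher (0 higher and 2 lower relative to the T cell markers). The number higher was 0 with a pseudocount of 50 and 3 without probe sets shared by transcripts. It was 1 with the mean over probe sets, with quantile normalization and with loess. Malt1, which carries the T cell receptor signal to NF-κB, had a log2 fold of 1.04 (0.72 with the mean over probe sets). Nkg7, a protein of cytotoxic granules, had 1.76, the granzyme gene Gzmk 1.53 and Cst7, which encodes cystatin F, 1.33, and the other 15 of 18 cytotoxicity genes lay under 2-fold (1 higher relative to the T cell markers). Markers of CD8 T cells had a median of -0.14 and those of NK cells -0.26, over 4 measured genes each, but the NK cell median was 0.076 without a floor and 0.034 with a pseudocount of 50, over 7 genes.

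**Figure D1:**
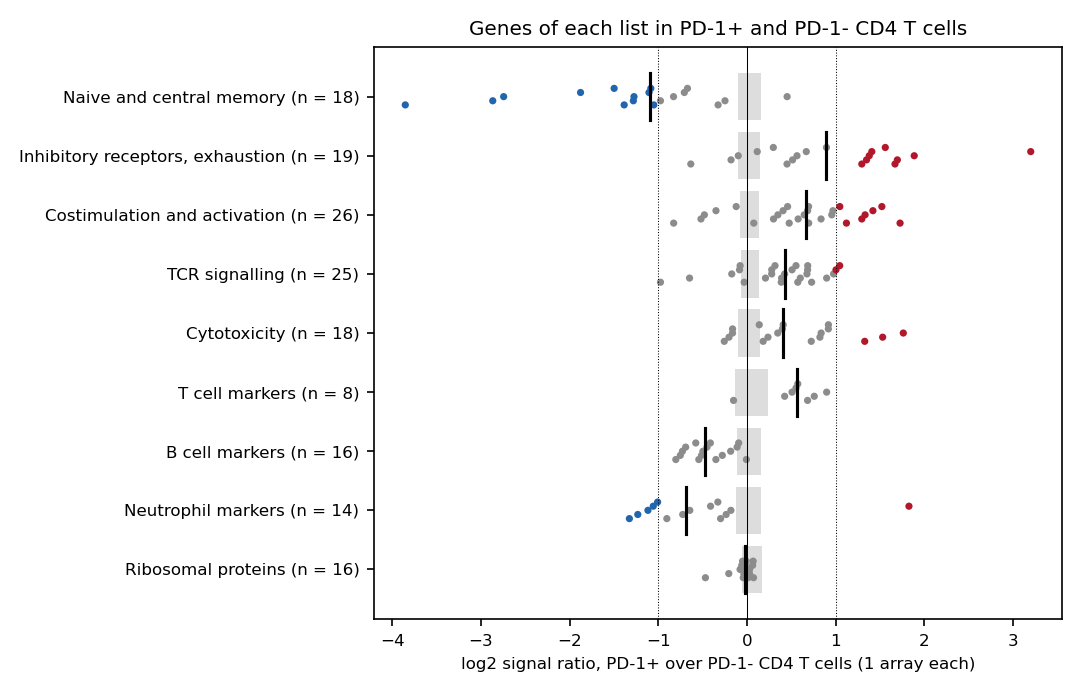
Log2 fold (PD-1+ over PD-1- cells) of each measured gene of 9 lists, 1 array per group. Each point is a gene, red at 1 or above, blue at -1 or below and grey between. Black bars are list medians, grey bands leave out the lowest and highest 2.5% of the medians of 10000 random lists of matched signal, and dotted lines mark 2-fold. Naive and central memory genes have their median at -1.10 and inhibitory receptor genes at 0.89. The medians of T cell receptor signalling and cytotoxicity genes lie above 0 here and below 0 relative to the T cell markers.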

The sequencing results further implied that PD-1^+^ CD4 T cells could be more activated and could secrete more cytokines to modulate against malaria immunity.

**Figure 3:**
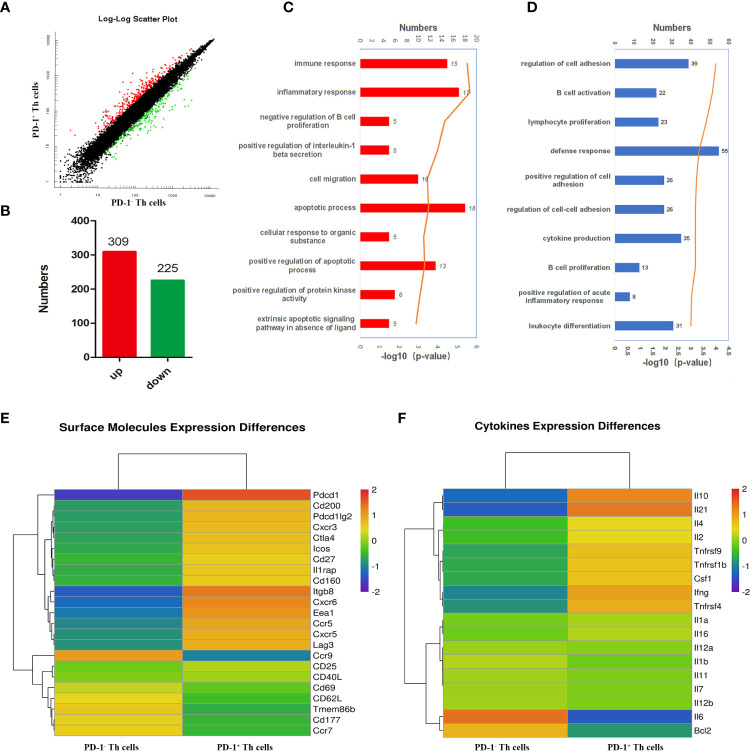
Bioinformatics analysis of the differently expressed genes between PD-1^+/-^ CD4 T cells post *P. yoelii* infection. The PD-1^+^ and PD-1^-^ CD4 T cells from the spleens of mice infected with *P. yoelii* were sorted and sequenced by microarray transcriptome. **(A)** the scatter plot showing the comparison of signal values from PD-1^+^ CD4 T cells and PD-1^-^ CD4 T cells, the dots marked in red were the up-regulated genes, the dots marked green were down-regulated genes, and the dots marked black were similarly expressed genes. **(B)** numbers of up-regulated and down-regulated genes in CD4^+^ PD-1^+^ T cells. **(C)** GO analysis showed these differentially expressed genes are mainly participated in immune response, inflammatory response. **(D)** KEGG analysis showed these genes are mainly involved in the proliferation and differentiation of lymphocytes, especially B cells. **(E)** The heatmap for the surface molecules expressed in PD-1^−/+^ CD4 T cells. **(F)** The heatmap for the cytokines expressed in PD-1^−/+^ CD4 T cells.

### PD-1 expression was induced through NFATc1 post *P. yoelii* infection

To further study the genes that initiate PD-1 expression in CD4 T cells in *P. yoelii* infected mice, this study compared the expression profiles of the reported 10 transcriptional activators/repressors (NFATc1, FoxO1, Notch, c-fos/AP-1, ISGF3, STAT3, NF- κB, T-bet, STAT4, Blimp-1) (20) using the sequencing data. As shown in **Figure 4A**, the expressions of NFATc1, Blimp-1, and T-bet between PD-1^+/-^ CD4 T cells were significantly different, and the FC of NFATc1 ranked No. 1. 

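Nfatc1, a transcription factor activated by calcium and calcineurin, had a signal of 1278 in PD-1+ cells and 421 in PD-1- cells (3.03-fold higher, log2 fold 1.60). Tbx21, which encodes T-bet, the transcription factor of Th1 cells, had 389 and 146 (log2 fold 1.41). Prdm1, which encodes Blimp-1, a repressor in effector T cells and plasma cells, had 234 and 90.1 (log2 fold 1.38). Stat4, which carries the IL-12 signal, had a log2 fold of 0.85, Jun, a part of AP-1, -0.83, Foxo1, a factor of resting T cells, -0.27, and Notch1 0.23. Irf9, a part of ISGF3, had -0.22, Stat3 0.075 and Fos, a partner of Jun in AP-1, -0.0057.

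By absolute log2 fold, Nfatc1 ranked 1 among the 10 measured genes of Figure 4A (1 more was not analysed here), and 3 genes were at least 2-fold higher. The probe sets of Nfatc1 had log2 folds of 1.60, 1.11, 0.64, 0.56 and at least 0.22. With their mean (at least 0.82) Nfatc1 ranked 5 when the bound is taken as a value, and with the mean over the 4 probe sets above the floor on both arrays (0.98), chosen after the data were seen, it ranked 3. Relative to the T cell markers, Jun ranked first (-1.39) and Nfatc1 ranked 2 (1.04), and 1 gene was at least 2-fold higher and 1 lower. With the mean over probe sets, and with the floor doubled, 2 genes were higher. Plasma cell markers, among which Prdm1 is counted, were dimmer on the PD-1+ array in 9 of 10 measured genes, with a median of -0.34.

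**Figure D2:**
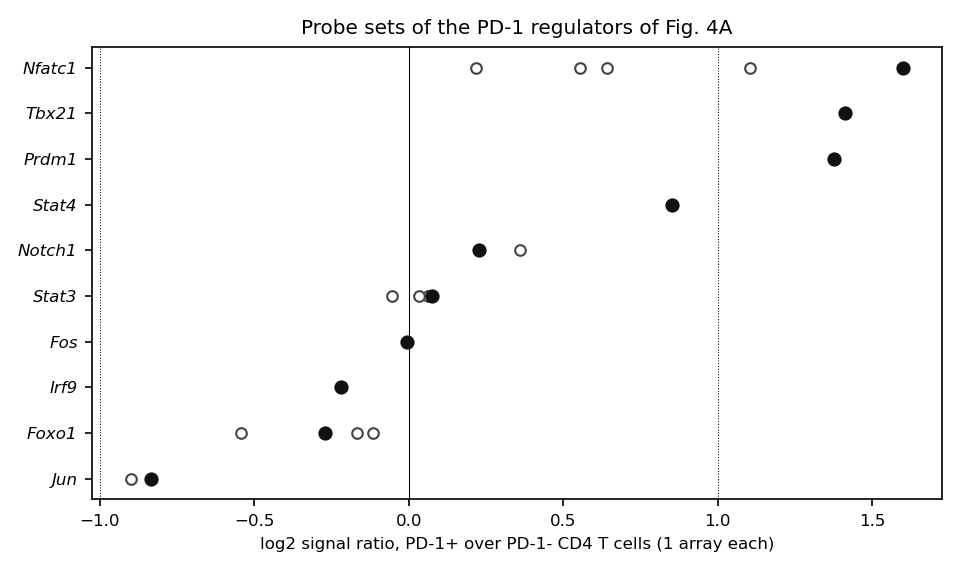
Log2 fold (PD-1+ over PD-1- cells) of the reported regulators of PD-1, 1 array per group. Filled points are the brightest probe set of each gene and open points its other probe sets above the floor on at least 1 array. The filled points of Nfatc1, Tbx21 and Prdm1 lie at 1.60, 1.41 and 1.38, and the open points of Nfatc1 reach down to 0.22, which is a lower bound.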

As mentioned above, Blimp-1 and T-bet were transcriptional repressors (20). Therefore, NFATc1 was speculated to be the key transcription factor to induce PD-1 expression after *P. yoelii* infection. 

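Most genes of the NFAT and AP-1 families differed by less than Nfatc1 did. The list used for them also holds the calcineurin genes Ppp3ca, Ppp3cb, Ppp3cc and Ppp3r1, as well as Rcan1 and Nfatc2ip. The log2 folds of these added genes ran from -0.28 to 0.20. Of 20 measured genes of the list, 3 were at least 2-fold higher in PD-1+ cells and none was lower. The list median was 0.044 (list percentile 66). It becomes -0.52 relative to the T cell markers (1 higher and 2 lower) and -0.0004 with the mean over probe sets. Besides Nfatc1, the higher genes were Maf, a transcription factor for IL-10 and IL-21 expression, with signals of 3487 and 1371, and Batf, a partner of AP-1 factors. Nfatc2, the NFAT gene of resting T cells, had a log2 fold of 0.61. Atf3, a stress-induced factor of the same family, had -0.96. From the rank of Nfatc1 and from earlier reports that Blimp-1 and T-bet repress PD-1, the paper proposes, as a speculation, that NFATc1 could be the key transcription factor for PD-1 expression after infection.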

FCM results showed that only PD-1^+^ CD4 T cells in the infected mice expressed NFATc1, and the other three groups of cells did not almost express NFATc1 (**Figure 4B**).

**Figure 4:**
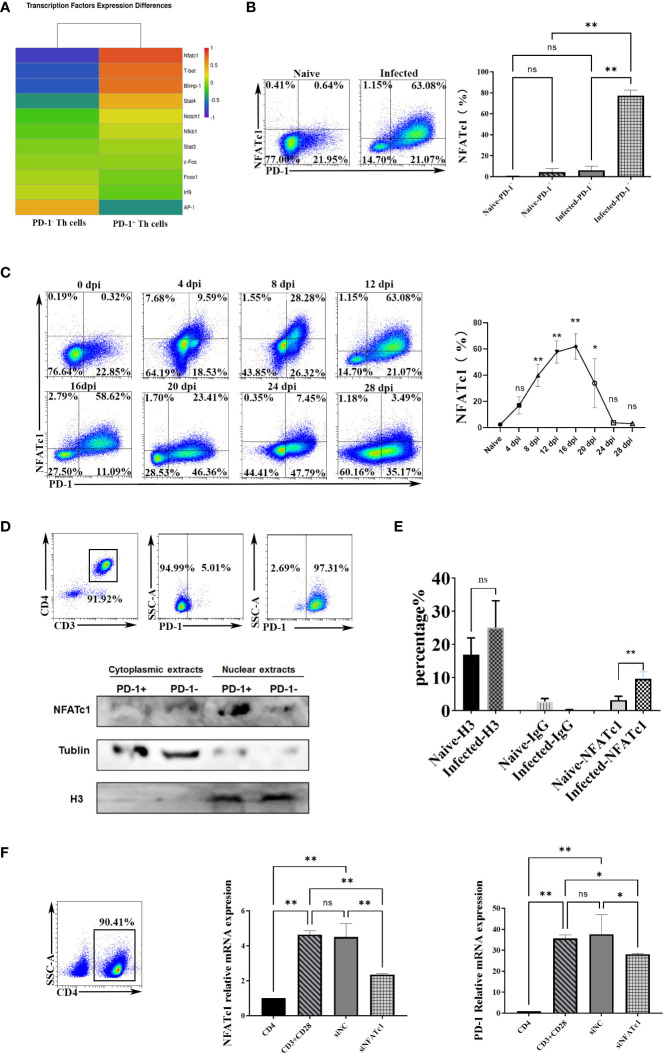
*P. yoelii* infection induced PD-1 expression through NFATc1. **(A)** the expression of the reported 10 transcriptional activators/repressors from the sequencing data. **(B)** the expressions of NFATc1 in PD-1^+/-^ CD4 T cells were examined by FCM. **(C)** the dynamic changes of NFATc1 expression in CD4 T cells of *P. yoelii* -infected mice were monitored from 0-28 days. **(D)** the PD-1^+^ and PD-1^-^ CD4 T cells from the spleen of mice infected with *P. yoelii* were sorted. The cytoplasmic and nuclear proteins were extracted, and the expression of NFATc1 was detected by Western. **(E)** in the ChIP experiment, anti-histone H3 antibody, and normal IgG were set as controls. Anti- NFATc1 antibody was used to pull down the binding DNA sequences. Then, qPCR was used to detect the binding efficiency. **(F)** CD4^+^ T cells were sorted by magnetic beads and stimulated. siRNA was then used to interfere with NFATc1. The expression of NFATc1 and PD-1 was detected by qPCR. 3–7 samples were prepared for each group, and the experiments were repeated three times. The error bars represented number of mice. *p < 0.05, **p < 0.01. ns, no statistical significance.

Subsequently, the dynamic changes of the expression of NFATc1 in CD4 T cells were monitored. The FCM results (**Figure 4C**) showed that its trend was similar to that of PD-1 in CD4 T cells (**Figure 1G**). The percentages of splenic NFATc1^+^ CD4 T cells were remarkably increased with prolonged infection and picked on day 16 (about 60%). Then the percentages gradually reduced (**Figure 4C**). These results indicated that NFATc1 could be the possible upstream regulating factor of PD-1 upon *P. yoelii* infection.

The distributions of NFATc1were explored. Western blot showed the PD-1^+^ CD4 T cells in the infected mice expressed more NFATc1, and NFATc1 was mainly distributed in the nucleus of PD-1^+^ CD4 T cells after *P. yoelii* infection (**Figure 4D**). In the ChIP assay, the efficiency of NFATc1 binding with PD-1 promoter in the *P. yoelii* infected mice was significantly higher than that in the naive mice (*p* < 0.01) (**Figure 4E**). These results suggested that NFATc1 is directly bound to the promoter sequences of PD-1 after *P. yoelii* infection. Then CD4 T cells were incubated with antibodies (anti-CD3 and anti-CD28). Both the expression of NFATc1 and PD-1 was up-regulated after the stimulation (**Figure 4F**). Subsequently, siRNA was used to interfere with NFATc1. Both the expression of NFATc1 and PD-1 was down-regulated (**Figure 4F**). Altogether, these results suggested that NFATc1 was a key transcription factor to induce PD-1 expression after *P. yoelii* infection.

### NFATc1 and PD-1 expression was induced through HIF-1α after *P. yoelii* infection

To further explore the upstream genes which regulated NFATc1 in CD4 T cells upon *P. yoelii* infection, the erythrocyte density of the infected mice was tested and the correlation between the proteins and the erythrocyte density was investigated. The expression of PD-1 and NFATc1 in CD4 T cells were negatively correlated with the density of red blood cells in the mice (**Figure 5A**). The red blood cells play important roles in transporting oxygen. Anemia is one of the common symptoms of acute malaria. So, it was supposed that the expression of PD-1 and NFATc1 was related to hypoxia. HIF-1α plays a vital role in cell response to hypoxia (24). 

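Hif1a had a signal of 2636 in PD-1+ cells and 1436 in PD-1- cells at its brightest probe set (1.84-fold higher, log2 fold 0.88, percentile 98.3 of the 1000 probe sets nearest in signal). Its other measured probe sets had signals of 807 and 335 and of 295 and 140, for which Table S1 gives the paper's ratios of 2.40 and 2.10. None of 16 measured glycolysis genes, many of them targets of HIF-1, reached 2-fold, and 12 had a log2 fold above 0. Pfkl and Pfkp, subunits of phosphofructokinase, had log2 folds of 0.73 and 0.67, and Tpi1, which encodes triosephosphate isomerase, had 0.64. Of 25 measured genes of the HIF-1 target list, 2 were at least 2-fold higher and 1 was lower. Egln3, an oxygen sensor that marks HIF for degradation, had a log2 fold of at least 1.69, Ddit4, an inhibitor of mTOR, 1.05, and the immediate early gene Ier3 -1.19. The list also holds Vhl, Hif1an and Egln2, which regulate HIF and are in the HIF family list too. Pdk1, a kinase that keeps pyruvate from mitochondria, had -0.94.

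The median log2 fold was 0.43 for glycolysis (list percentile 100) and 0.13 for the HIF-1 targets (above all but 2.5% of random lists). The latter median is the value of Vhl, a regulator of HIF. The list percentile of the HIF-1 targets was 98.8 without a floor, 96.2 with the floor doubled and 95.6 with a pseudocount of 50. It was 94.6 with quantile normalization and 96.1 with loess. Relative to the T cell markers the medians of glycolysis and the HIF-1 targets turned to -0.13 and -0.43, with 1 target higher and 2 lower. With the mean over probe sets the HIF-1 targets had a median of 0.036 (list percentile 73.2), with 2 genes higher and 2 lower. Relative to the T cell markers the log2 fold of Hif1a was 0.31. Of the HIF family, with 9 measured genes, Epas1, which encodes HIF-2α, had -0.59. Erythroid markers were dimmer on the PD-1+ array in 12 of 13 measured genes, with a median of -0.45.

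**Figure D3:**
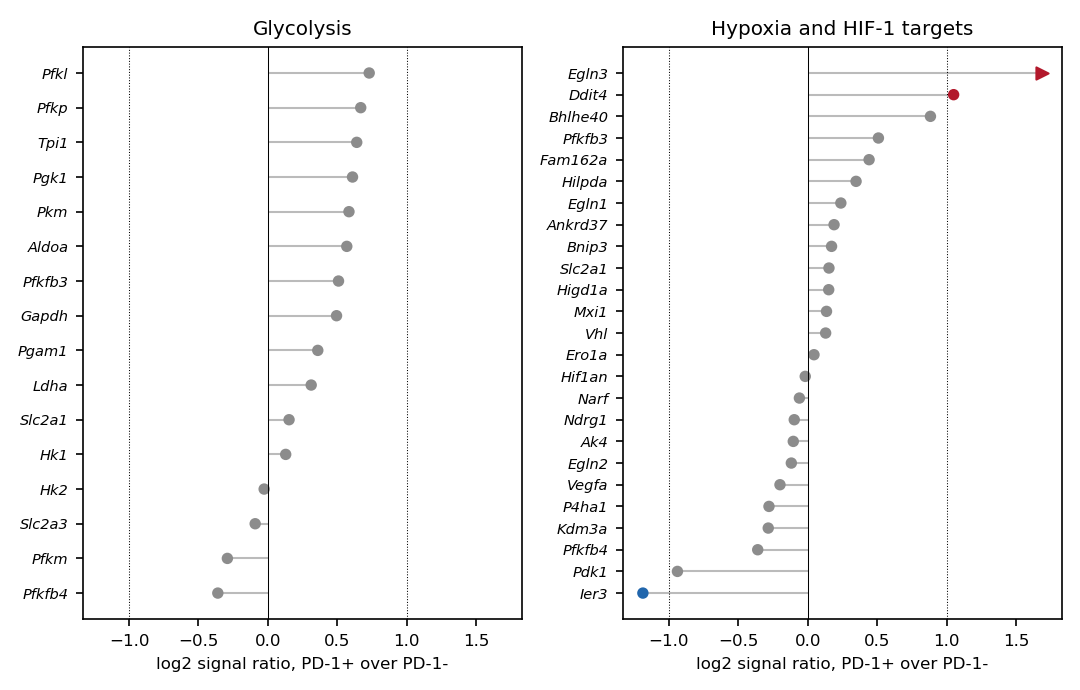
Log2 fold (PD-1+ over PD-1- cells) of each measured gene of the glycolysis and HIF-1 target lists, 1 array per group, with signals as deposited. Each point is the brightest probe set of a gene, and the triangle marks Egln3, whose PD-1- signal is at the floor, so that its log2 fold is at least 1.69. The glycolysis genes lie under 2-fold, and the targets reach from -1.19 to 1.69, on a scale where both medians are above 0 and which puts them below 0 when taken relative to the T cell markers.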

HIF-1α was highly expressed in PD-1^+^ cells in mRNA from the transcriptome sequencing data (**Table S1**). FCM results showed that only PD-1^+^ CD4 T cells in the infected mice expressed HIF-1α, while, HIF-1α could hardly be detected in the other three groups of cells (**Figure 5B**). Next, 400 μM CoCl_2_ (an inducer of HIF-1α) was used to induce hypoxic conditions for the sorted CD4 T cells. All expressions of HIF-1α, NFATc1, and PD-1 were up-regulated by CoCl_2_ stimulation. When the sorted CD4 T cells were treated with 400 μM CoCl_2_ and 1 μM YC-1 (a specific inhibitor of HIF-1α), expressions of HIF-1α, NFATc1, and PD-1 were down-regulated compared with that of cells treated with 400 μM CoCl_2_ only (**Figure 5C**).

**Figure 5:**
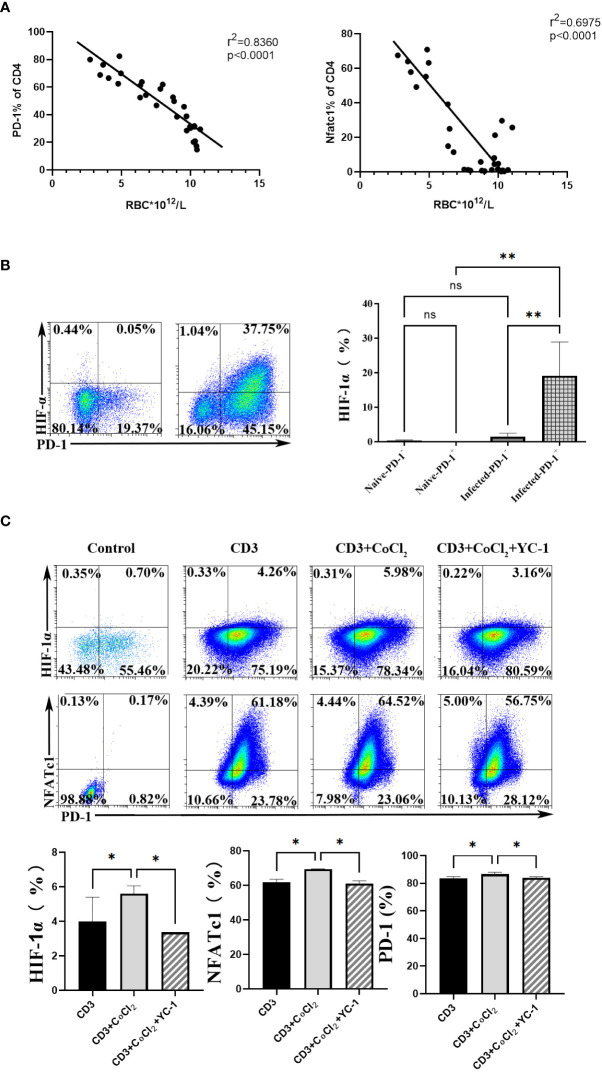
HIF-1α was an important factor for NFATc1 expression after *P. yoelii* infection. **(A)** the correlation ship between the expression of PD-1 and NFATc1 and the erythrocyte density in *P. yoelii* infected mice. **(B)** the expression of HIF-1α in PD-1^+/-^ CD4 T cells was verified by FCM. **(C)** 400 μM CoCl_2_ was used to induce hypoxic conditions for CD4 T cells. And then the specific inhibitor of HIF-1α (YC-1) was used. The expression of HIF-1α, NFATc1 and PD-1 was detected by qPCR. 3–7 samples were prepared for each group, and the experiments were repeated three times. The error bars represented number of mice. *p < 0.05, **p < 0.01. ns, no statistical significance.

Subsequently, mice were infected with *P. yoelii*, and then they were injected with YC-1 (10 mg/kg) every day. The naive mice and the infected mice were set as controls. Twelve days later, the spleens were removed. As shown in **Figures 6A, B**, spleens from the YC-1 infected mice were significantly smaller than those in the infected mice. However, the body weight of the two groups was similar. Moreover, IgG from the serum of the mice was tested by ELISA. Results (**Figure 6C**) indicated that a higher level of IgG was induced in the YC-1 infected mice. Then the splenic lymphocytes from the infected and YC-1 infected mice were isolated, and expressions of HIF-1α, NFATc1, and PD-1 in CD4 T cells were detected by FCM, respectively. Compared with the infected group, expressions of HIF-1α, NFATc1, and PD-1 were down-regulated in the YC-1 infected mice (**Figure 6D**). These results further indicated that NFATc1 and PD-1 expression could be induced in CD4 T cells through HIF-1α after *P. yoelii* infection.

**Figure 6:**
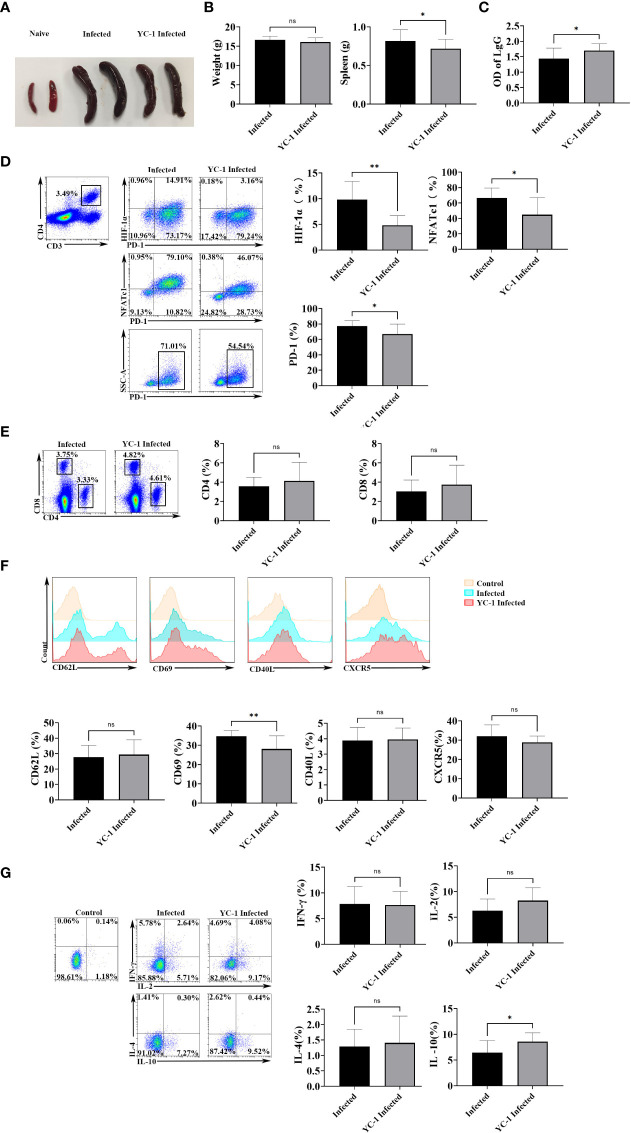
HIF-1α inhibitors possessed the ability to reduce the expression of HIF-1α, NFATc1, and PD-1. The mice were infected with *P. yoelii*, and then they were injected with YC-1 every day. The infected mice were set as controls. 12 days post-infection, the spleens were picked out. **(A)** the appearance of the spleens in the YC-1 infected and the infected groups. **(B)** the weight and the splenic weight of the mice were compared. **(C)** the IgG from the serum of the mice was compared. **(D)** the expressions of HIF-1α, NFATc1, and PD-1 in CD4 T cells in the infected and YC-1 infected mice were tested by FCM. **(E)**, the percentages CD4 T cells and CD8 T cells from the infected and YC-1 infected mice were compared.**(F)** the expressions of CD62L, CD69, CD40L, and CXCR5 in CD4 T cells from the infected and YC-1 infected mice were compared. **(G)** the percentages of IL-10, IFN-γ, IL-2, or IL-4 secreting CD4 T cells from the infected and YC-1 infected mice were compared. 3–7 samples were prepared for each group, and the experiments were repeated three times. The error bars represented number of mice. *p < 0.05, **p < 0.01. ns, no statistical significance.

The phenotype and cytokine expression from the infected and YC-1 infected mice were detected. As shown in **Figure 6E**, the percentages CD4 T cells and CD8 T cells were similar in the two groups (*p* > 0.05). Fewer CD4 T cells expressed CD69 in YC-1 infected mice comparing with that in the infected mice (*p* < 0.01), while, expressions of CD62L, CD40L, and CXCR5 were similar between the two groups of mice (*p* > 0.05) (**Figure 6F**). The proportion of IL-10 secreting CD4 T cells significantly increased in YC-1 infected mice (*p* < 0.05), but the percentages of IFN-γ, IL-2, and IL-4 secreting CD4 T cells were similar in the two groups (*p* > 0.05) (**Figure 6G**). The results further confirmed that PD-1^+^ CD4 T cells were more activated and could secrete more cytokines to modulate the host’s immune responses.

## Discussion

CD4 T cells are the central immune cells against *P. yoelii* infection (3, 4). PD-1 is a well-known key co-inhibitory factor (25). In this study, CD4 T cells expressed more PD-1 upon *P. yoelii* infection (**Figure 1**). CD62L and CD69 are the classic markers of T cell activation-associated molecules (26, 27). CD40L (28) and CXCR5 (29) are important molecules for CD4 T cells to facilitate the germinal center formation, B cells, and plasma cells differentiation. Compared with PD-1^-^ CD4 T cells, PD-1^+^ CD4 T cells expressed less CD62L and more CD69, CD40L, and CXCR5 (**Figure 2A**). Microarray results also found that PD-1^+^ CD4 T cells expressed less CD62L and more CXCR5 (**Figure 3E**). The results suggested that PD-1^+^ CD4 T cells would be strongly able to activate host immunity. Similarly, in mycobacterium tuberculosis (M.tb) individuals, PD-1^+^ CD4 T cells were not exhausted but showed greater activation (19).

Secreting cytokines is one important ability of CD4 T cells. IL-4 could promote B cells differentiation and maturation (30–32). IFN- γ plays a vital role in the host’s protective immunity against *Plasmodium* (6–8), which could synergistically promote the expression of nitric oxide synthase to control the load of parasites in the host (4, 9, 10). IL-2 is necessary for T cell proliferation and effector and memory cells differentiation (33). IL-10, a vital regulatory cytokine, could modulate the host’s immune responses against pathogens and thereby prevent severe damage to the host (34). In the present study, PD-1^+^ CD4 T cells could secrete more IFN-γ, IL-10, IL-4, and IL-2. The results that the spleens in the YC-1 infected group were significantly smaller (*p* < 0.05) further indicated that PD-1 was an anti-inflammatory molecule. Taken together, PD-1^+^ CD4 T cells were not exhausted but were more activated after *P. yoelii* infection. Similarly, the related studies also showed that PD-1 was a specific marker of Tfh cells, and Tfh cells were not exhausted T cells but were the core of maintaining antigen-specific effects (17–19). It was also reported that T cells expressing PD-1 molecule in acute malaria were not exhausted cells (35).

The microarray results of PD-1^+/-^ CD4 T cells could not only be used to analyze the role of PD-1 but also was useful to explore the upstream regulating molecules. Bioinformatic analyses indicated that the differentially expressed genes have been involved in immune response and the proliferation and differentiation of lymphocytes, especially B cells (**Figure 3**). PD-1 is a distinguishing factor of Tfh cells, which are necessary for maintaining the germinal center and regulating the differentiation and development of B cells (36).

PD-1 in CD4 T cells increased upon *P. yoelii* infection, and the upstream regulation molecules were not well-known. It was reported that PD-1 could be regulated by NFATc1, Notch, FoxO1, c-fos/AP-1, STAT3, NF- κB, ISGF3, Blimp-1, STAT4, T-bet (20). It was also reported that NFATc1 was required to initiate PD-1 expression, and NFATc1 specific inhibitors could restrain the expression of PD-1 in T cells (37, 38). The difference was statistically significant only in one transcriptional activator (NFATc1) between PD-1^+/-^ CD4 T cells sorted from mice infected with *P. yoelii* (**Figure 4A**). Further experiments also confirmed that NFATc1 was the key transcriptional factor for CD4 T cells after *P. yoelii* infection (**Figure 4**).

Anemia is one of the common symptoms of acute malaria. It is well known that red blood cells play important roles in transporting oxygen. It would be a hypoxic environment for the body, and many molecules would be regulated in acute malaria. Expressions of PD-1 and NFATc1 in CD4 T cells were significantly negatively correlated with the density of red blood cells in mice (**Figure 5A**). HIF-1α plays a vital role in cell response to hypoxia (24). It was reported that more HIF-1α and NFATc1 were expressed in hypoxic conditions (39, 40). NFATc1 activation was dependent on HIF, and NFATc1 was upregulated in hypoxia (41). In the present study, HIF-1α was highly expressed in PD-1^+^ CD4 T cells after *P. yoelii* infection (**Figure 5**). Both the inducer and the inhibitor of HIF-1α could significantly change the expression of NFATc1 and PD-1 *in vitro*. *In vivo*, when *P. yoelii*-infected mice were treated with HIF-1α inhibitor (YC-1), expressions of HIF-1α, NFATc1, and PD-1 were down-regulated (**Figure 5**). This study illustrated that HIF-1α was the upstream molecular of NFATc1 and PD-1 during *P. yoelii* infection. PD-1 ligand 1 (PD-L1) was reported to be a novel direct target of HIF-1α (22). This study was the first report that HIF-1α was one upstream molecule of PD-1.

In summary, this study showed that *P. yoelii* infection could induce NFATc1 expression through HIF-1 α. The highly expressed NFATc1 entered the nucleus of CD4 T cells and initiated PD-1 expression in CD4 T cells. PD-1^+^ CD4 T cells appeared to be more activated and could secrete more cytokines to modulate host immune responses.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: Gene Expression Omnibus (GEO) database with accession number GSE199687.

## Ethics statement

The animal study was approved by the Institutional Animal Care and Use Committee of Guangzhou Medical University (S2020-055).

## Author contributions

HW, AX, JL, and CF performed the *in vivo* and *in vitro* cellular tests. LL, JX, and FS prepared parasites and animals. FM, DC, HX, and QY analyzed the results. XP and JH contributed to the writing of the paper. XT and JH conceived the study. All authors read and approved the final manuscript.

## Funding

This research was supported by grants from the Natural Science Foundation of Guangdong province (2020A1515010251, 2021A1515011032), Guangdong Basic and Applied Basic Research Foundation (2021A1515220034), Guangzhou science and technology project (202002030082, 202102020912), Key Discipline of Guangzhou Education Bureau (Basic Medicine) (201851839) and the Open Foundation Key Laboratory of Tropical Diseases Control (Sun Yat-sen University), Ministry of Education (2021kfkt03).

## Conflict of interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

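RNA of PD-1+ and PD-1- CD4 T cells from spleens of P. yoelii infected mice was measured on 2 Affymetrix mouse arrays, 1 per group. The authors deposited one table of signal intensity per probe set on a linear scale, already summarised per probe set, from arrays run by a company. The 2% trimmed mean signals are 154 and 153 on the PD-1+ and PD-1- arrays, and signals run from 1 to 11750 and from 1 to 11912. The summarisation method, its software and any pooling of mice are not given in the sources used here. Scanner files were not used here. Columns of per-sample values left unused number 0.

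Gene symbols came from the platform annotation: 34958 probe sets have 1 symbol, 932 have several and were not named, and 9211 have none in the annotation used. Of these, 34754 matched the RefSeq gene table by gene ID and 0 symbols changed. Genes named number 18194. List members with no named probe set were not analysed here.

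No normalization was added. The floor was to be the 95th percentile of the signals of olfactory and vomeronasal receptor probe sets, which lymphocytes do not use, if at least 100 were named. There were 80, so by the rule set for that case the floor was the median of all signals, 65.2. On the PD-1+ array 22350 probe sets (49.6%) were above it and on the PD-1- array 22747 (50.4%). Signals under the floor were set to it. A gene or probe set was called at least 2-fold higher or lower from a PD-1+ over PD-1- ratio of at least 2 or at most 0.5, the fold thresholds of the paper's methods. No test between the groups was run and no p-value computed for a gene or list, since 1 array per group holds no replicate error. List percentiles and a share of random dealings of marker genes among lists describe these 2 arrays. The spread that can be measured is not between replicates: the SD of the log2 fold between probe sets of a gene had a median of 0.11 and a 95th percentile of 0.39, and among the 1000 probe sets nearest in signal the scaled median absolute deviation of the log2 fold had a median of 0.24 over genes. For 77 of the changed genes with several measured probe sets, that SD had a median of 0.32, and 0 had a probe set 2-fold the other way. Hybridisation controls had log2 folds from -0.28 to 0.10 over 18 probe sets, and the poly-A controls added to the RNA from -0.14 to 0.20 over 17. The 3' over 5' signal ratio of Actb was 1.35 on the PD-1+ array and 1.52 on the PD-1- array, and that of Gapdh 0.97 and 1.01.

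Genes named in the text are those the paper names in its text and in Figures 3E, 3F and 4A, the 15 genes with the largest fold in each direction among genes changed at least 2-fold whose brighter side is at least 4 times the floor and none of whose measured probe sets goes the other way, up to 4 members of each list with the largest absolute fold, and the brightest markers of other cell types. Anxa1, Bach2, Satb1, Nfatc2, Thy1, Nt5e, S1pr1, Cobll1, Ctsl and Cpa3 lie outside this rule and were named after their values were seen. Foxp3 lies outside this rule too. Values of the first 152 rows of Table S1, 128 of them at least 2-fold higher here, had been seen when this rule was written. The lists may have been written with those values known too, so their counts and percentiles are not independent of them. For each list of at least 5 measured genes, the median log2 fold was placed among 10000 random lists of the same size, drawn within 20 bins of mean signal. The lists cover helper T cell subsets, naive and central memory cells, inhibitory receptors, costimulation, NFAT and AP-1, glycolysis, HIF-1 targets and family, the cell cycle, interferon-stimulated genes, B cell help, cytokines, cytokine and chemokine receptors, adhesion, inflammation, apoptosis, T cell receptor signalling, cytotoxicity, oxidative phosphorylation, lipid synthesis, ribosomal, housekeeping and stress genes, and markers of T, CD8 T, NK, B and plasma cells, monocytes, neutrophils, dendritic cells, erythroid cells, megakaryocytes, pancreatic islets and genes lymphocytes do not use. Lists of plasmacytoid dendritic cell and basophil genes were added after the data were seen.

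The 13 settings tried as alternatives change the floor, the pseudocount, the normalization between arrays, the choice of probe set, the fold threshold and the bins of the random lists. A further 4 were chosen after the data were seen: the floor from receptor probe sets (103), log2 folds relative to the median of the T cell markers, the median over probe sets and, for Nfatc1 and Hif1a, the mean over probe sets above the floor on both arrays. The GO and KEGG analyses were not repeated, since the terms' gene annotation was not used here. Calculations used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1, statsmodels 0.14.6 and Matplotlib 3.10.9. The steps were tested on simulated data made from the PD-1+ against PD-1- signals over 11938 genes: of 100 genes raised or lowered 3-fold, 99 were called at least 2-fold, of 100 changed 1.5-fold 3 were called, and of 11738 unchanged genes 0 were called. Of 100 simulated lists with no change, 3 fell among the lowest or highest 2.5% of random lists. With 1 array per group the simulated data hold no replicate error, so these counts check the calculation and not the calls on the 2 arrays.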

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

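The rule that picked these genes (outside those the paper discusses, brighter side well above the floor and at least 6-fold apart), the comparison of all other cell types with a lower share of T cells, and all tests on Gcg, Nfatc1 and Hif1a were chosen after the values were seen; for the tests on plasmacytoid dendritic cell and basophil genes, the lists were chosen after the data were seen and their values only after that. Signals of genes the paper does not discuss stood far apart between the 2 arrays. Higher in PD-1+ cells were Sostdc1 (14.8-fold) and Gcg, the glucagon gene (at least 10.4-fold). Higher in PD-1- cells were Igfbp4 (14.4-fold), Mcpt8, a basophil protease gene (8.23-fold), Pdlim4 (at least 7.99-fold), D13Ertd608e (7.34-fold) and Dapl1 (6.70-fold).

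Markers of cells other than T cells were dimmer on the PD-1+ array, and if the PD-1- preparation held fewer T cells with every other cell type raised alike, the medians of 7 marker lists would lie no further apart than under random dealing of the markers. Their range was 0.49 against a median of 0.33 over 10000 dealings, with a range as large in a share of 0.0823, so this cannot be told apart from unequal amounts of each cell type. Plasmacytoid dendritic cells in the sort could account for Siglech, Tcf4 and Ccr9. The median log2 fold of 18 other measured genes of these cells was -0.66. That lies between the -1 the explanation needs and the -0.3 that would have argued against it. Of the 18 genes, 14 lay below 0, with Ctsl at signals of 290 and 710, and 2 have their PD-1+ signal at the floor. The others lay above 0, of which 1 was at least 2-fold higher: Cobll1 (1.17), named after its value was seen. Basophils could account for Mcpt8: 7 other measured basophil genes had a median of -0.52, with Cpa3 at 47.6 and 258, but 4 of them have a side at the floor and 2 of these cannot reach 2-fold lower above it, so the test could not decide. A gate on CD4 should remove B cells and basophils but not all plasmacytoid dendritic cells, some of which carry CD4. Yet some markers of B cells and neutrophils were bright on both arrays, such as Ms4a1 (974 and 1182) and S100a8 (5828 and 7323). The gate is therefore no ground for preferring 1 of these cell types. A difference between PD-1+ and PD-1- T cells themselves was not tested apart from these cell types.

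Gcg had a signal of 679 in PD-1+ cells and 45.0 in PD-1- cells. RNA from hormone-producing cells of the pancreas or gut is argued against by the other genes of such cells, of which 0 of 8 were above the floor and at least 2-fold brighter on the PD-1+ array (Sst had 112 and 119). Another transcript binding to the probe set cannot be told apart from Gcg itself, since the array holds 1 probe set of the gene.

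Nfatc1 and Hif1a, the genes of the paper's pathway, may owe part of their folds to a higher share of T cells on the PD-1+ array. For Nfatc1, 0 of 8 T cell markers had a log2 fold as high as its brightest probe set, which exceeded their median by 1.04, or as high as the mean of 0.98 over its 4 probe sets above the floor on both arrays, but the SD over these is 0.48 and 2 of them (0.64 and 0.56) lie under Cd5 (0.90), so the share cannot be told apart. For Hif1a, 1 of 8 (Cd5) was as high as its brightest probe set, 0.31 above the median, and 0 as high as the mean of 1.07 over 3 probe sets (SD 0.19), which leaves it open too. The bar of 1 SD over probe sets was set after these values were seen, and without it the brightest probe set and the mean would have argued against that share for Nfatc1. A regulation of both genes in PD-1+ cells, which the paper proposes, was not tested apart from the share on these arrays; the paper's FCM, which does not depend on it, reports both proteins in PD-1+ CD4 T cells of infected mice and hardly in the other groups (Figures 4B and 5B).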

How the results depend on the processing

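The receptor floor, the scaling relative to the T cell markers, the median over probe sets and the mean over probe sets above the floor on both arrays were chosen after the data were seen; the other settings were not. With 1 array per group a value can only be said to have moved. No paired analysis was possible because each group has 1 array. The floor at the median and the minimum of 2 times the floor on the brighter side leave every count as it was, by construction. Median scaling, quantile normalization and loess moved none of the 167 other named genes beyond the spread of probe sets of like signal. Over all settings those genes kept their place in 1681 cases, moved in 318 and changed sign as called genes in 0; for the 43 list medians, 452 values moved by less than the spread of random lists (lists of under 5 measured genes, which have no such spread, are counted here), 98 by more, and 9 changed sign in lists that stood apart from random lists. The scaling relative to the T cell markers lowers every log2 fold by 0.56, so by construction any list median between 0 and 0.56 changes sign there and list percentiles stay as they were. Of 78 named genes at least 2-fold apart, 8 were not so with the mean or the median over probe sets, where bounds count as values. The log2 fold of Hif1a ran from 0.31 to 1.07 and that of Pdcd1 from 2.36 to 3.21. Folds of dim genes are limited by the floor. Where a value moved, the cause was not tested unless the setting itself is the cause.

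Without a floor, 140 genes were at least 2-fold lower, and 373 probe sets higher and 403 lower. With the floor doubled, 89 probe sets and 1 cytokine gene of Figure 3F were lower, and the log2 Pdcd1 fold was 2.36. With a pseudocount of 50, 55 genes and 95 probe sets were lower, and the log2 Pdcd1 fold was 2.55. At 1.5-fold, 424 genes were higher and 350 lower, with 795 and 654 probe sets; at 3-fold, 33 and 23 genes, with 60 and 42 probe sets. With the mean over probe sets, and with the median, Nfatc1 ranked 5, and with the mean over its probe sets above the floor on both arrays 3. With the receptor floor, Pdcd1 had 2.70 and the B cell help list -0.079. Relative to the T cell markers, 34 genes were at least 2-fold higher and 695 lower, with 61 and 1339 probe sets, 5 surface molecules of Figure 3E were higher, Nfatc1 ranked 2, Hif1a had 0.31 and Pdcd1 2.64. Among lists that stood apart from random lists, the medians changed sign there for the cytokines of Figure 3F (-0.0036), glycolysis (-0.13), the cell cycle (-0.16), B cell help (-0.43), cytokines and chemokines (-0.17), adhesion (-0.067), T cell receptor signalling (-0.14) and cytotoxicity (-0.16).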

Differences from the paper's values

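No test in this part was chosen after the result was seen. The paper reports 309 up-regulated genes, and 137 genes were at least 2-fold higher here. The paper's count also rests on a p-value, which could not be computed. Of the settings set before the data were examined, only the 1.5-fold threshold, which is not the paper's, gave a gene count within 1.5 times the paper's (424); no floor, the doubled floor, the pseudocount, the normalizations, the mean over probe sets, leaving out probe sets shared by transcripts, the 3-fold threshold and the brighter side at 2 times the floor did not. The paper reports 225 down-regulated genes, and 84 were at least 2-fold lower here. The settings set before the data were examined that bring this count within 1.5 times the paper's number 0. Table S1 lists probe sets, and counted over probe sets 234 were higher and 151 lower, within 1.5 times the paper's counts, as were 373 higher probe sets without a floor, a setting whose 403 lower probe sets were not. No setting gave the paper's counts exactly. Of the first probe sets of Table S1, the part used here, all with a present call on the PD-1+ array in that table, 128 were at least 2-fold higher here and 13 had both signals under the floor.

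Of the cytokines the paper names as higher in PD-1+ cells in Figure 3F, IL-10, IL-21 and IFN-γ were at least 2-fold higher here and IL-4 and IL-2 were not: Il4 had a fold of at least 1.13 and Il2 was under the floor on both arrays. Without a floor both point the paper's way, with ratios of 1.85 for Il4 and 1.81 for Il2, under the 2-fold threshold.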

Other observations

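Apart from the basophil and plasmacytoid dendritic cell lists, the receptor floor and the scaling relative to the T cell markers, no test in this part was chosen after the result was seen. Interferon-stimulated genes were dimmer in PD-1+ cells: 22 of 30 measured had a log2 fold below 0, with a median of -0.21 (list percentile 0.01). The median was -0.77 relative to the T cell markers, a scaling that by construction lowers every median. Of these genes 8 were at least 2-fold lower on that scale. As signals stand 1 was, Bst2, which encodes the antiviral protein tetherin and is also a dendritic cell marker (-1.01). Oasl2 had -0.99 and Usp18, which damps interferon signalling, -0.78, while the RNA sensor gene Ifih1 had 0.73. Among 26 cytokine receptors, 2 were at least 2-fold higher and 3 lower. Ifngr2, a chain of the IFN-γ receptor, was at least 4.25-fold higher in PD-1- cells. The list median was -0.12 (list percentile 0.92, against 15.4 without a floor and 12.0 with a pseudocount of 50). With the mean over probe sets 0 of these receptors were higher and 2 lower (4.53). Scaled to the T cell markers, 0 were higher and 7 lower, with a median of -0.68. Chemokine receptors and homing genes had 3 of 17 higher and 3 lower, with a median of -0.16. The list percentile was 0.44, against 11.4 with the floor doubled, 8.62 with the receptor floor and 5.32 with a pseudocount of 50. Scaled to the T cell markers, 2 of these genes were higher and 5 lower, with a median of -0.73. S1pr1, which lets T cells leave lymphoid tissue, had -1.05 as signals stand.

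Foxp3, the defining factor of regulatory T cells, was under the floor on both arrays (57.8 and 40.6). Nrp1, a receptor of regulatory T cells and of adhesion, had a signal of 852 in PD-1+ cells and 259 in PD-1- cells, and Nt5e, which encodes the ectoenzyme CD73, 994 and 336. Lipid synthesis genes had a median of 0.018 (list percentile 55.4), with 2 of 18 higher, Acot7 (1.12) and Scd2 (1.08). Scaled to the T cell markers, 0 lipid synthesis genes were higher and 1 was lower. Oxidative phosphorylation had 0 of 25 genes at 2-fold and a median of 0.037 (list percentile 54.8), ribosomal proteins 0 of 16 and -0.026 (12.4) and housekeeping genes 0 of 13 and 0.038 (53.7); relative to the T cell markers these medians are -0.54 for lipid synthesis, -0.52 for oxidative phosphorylation (-0.0061 with quantile normalization and -0.0077 with loess), -0.59 for ribosomal proteins and -0.52 for housekeeping genes. Stress and immediate early genes had 1 of 20 lower and a median of -0.043 (7.61). Their median was -0.11 with the mean over probe sets (0.52) and with quantile normalization (2.73). Scaled to the T cell markers, 4 of them were lower and the median was -0.60.

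Of the Th2 genes 3 were measured and of the Th17 genes 4, too few for a percentile, with medians of 0.18 and 0.14 that become -0.38 and -0.42 relative to the T cell markers; Gata3 had 0.60 and Il17a, for whose protein the paper reports no significant difference by FCM, had signals of 322 and 308. Cd40lg, the ligand by which T cells activate B cells and which the paper measured by FCM too, was under the floor on both arrays (56.1 and 50.9). Megakaryocyte genes had 1 of 8 lower and a median of -0.23 (list percentile 1.81). The islet list had 2 measured genes, Gcg and Sst, with a median of 1.65. The list of genes that lymphocytes do not use had 5 of 19 measured, with a median of -0.050 (list percentile 34.3). That median was 0.052 over 3 genes without probe sets shared by transcripts. Mbp in this list had signals of 1087 and 1125, well above the floor despite the list's name. The 9 measured HIF family genes had a median of 0.13 (list percentile 89.6) and the 10 measured regulators of PD-1 0.15 (92.3). Relative to the T cell markers these are -0.43 and -0.41. The HIF family median is the value of Vhl, which is also the median of the HIF-1 target list. The added basophil and plasmacytoid dendritic cell lists lay at list percentiles 0.01 and 0.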
